A study of Solanum lycopersicum with 42 samples.

How the data were processed

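Small RNAs were sequenced from the interface between *Cuscuta campestris* (field dodder, a parasitic plant without roots that feeds through haustoria) and the hypocotyl of tomato (*Solanum lycopersicum*). Libraries were made from total RNA by randomized splint ligation, per the labels' protocols. The 42 libraries comprise 1 library of tomato without parasite, called host-only here, and 41 interface libraries taken on days 0 to 5 and 7 to 14 after the parasite coiled around the stem. A library of day 6 was not analysed here. The groups and replicate letters were taken from the sample labels. There were 2 libraries on day 0, 4 each on days 2 and 4, 1 on day 5, and 3 on each of the other 10 days.

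The authors deposited 1 long table of 161 loci in 42 libraries. Per the file headers it gives the counts of reads at each locus, a total of mapped reads, and a normalized signal named RPMM. The deposited counts are whole numbers without normalization. The deposited total of mapped reads is also a count, and each library has 2 such totals. One is for loci on scaffolds of the parasite assembly Ccam0.32 and the other for loci on chromosomes of the tomato assembly SL4.0. The deposited RPMM signal equalled reads divided by the matching total and multiplied by 1000000 in all 6762 rows, within 0.001. The aligner, the read counter, their versions, trimming and the treatment of reads that map to several places are not given in the sources used here. The file classes 156 parasite loci as IIM, a name it does not spell out, and 5 tomato loci as secondary siRNA. Of the IIM loci, 64 carry a miR name and 92 an IIM name. They are 80 to 130 bases long, with a median of 89, and lie on 75 scaffolds. The tomato loci span 616 to 1170 bases. None of the 5 tomato locus names matched the reference gene table, so 0 have gene names, and the exonic or intronic position of the loci was not analysed here. Every library in the table matched a sample, and every day in it matched the label. The file's attachment phase for day 3 is intrusive in IIM rows and adhesive in secondary siRNA rows.

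The choices in this paragraph were made before the data were examined. Loci were tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM scaling, filterByExpr by day) in R 4.3.3 on the 41 interface libraries, with day as a factor. Benjamini-Hochberg adjusted p-values under 0.05 were called. The 5 comparisons were any difference between days, a linear trend with day as a number, and 3 contrasts between successive windows of days. The windows were days 0 to 1 (5 libraries), 2 to 4 (11), 5 to 9 (10) and 10 to 14 (15), and each contrast weighted days equally. The host-only library stayed out of the fits. Shares of reads were compared with day by Spearman's rho and Pearson's r with 100000 permutations, and between windows by two-sided permutation tests. Every split was enumerated where a window held fewer than 10 libraries, and 100000 were drawn otherwise. The 3 window tests of a share were adjusted together by Benjamini-Hochberg, as were the 3 trends. Named loci followed 3 rules. Part (a) took loci named ccm-miR12463, ccm-miR12480, ccm-miR12494, ccm-miR12495 or ccm-miR12497, of which 14 matched and the 10 with most counts were kept. Part (b) took the 2 largest rises and 2 largest falls among called loci of each window contrast with a mean CPM of at least 10, and the last contrast gave none. Part (c) took the 5 loci with the highest mean CPM. Ranking by CPM used the table's own counts.

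The table is a list of selected loci, so TMM measures change relative to the other loci in it. For this reason a further scaling was added after the file was seen. In it the deposited mapped-read totals entered edgeR as offsets, with the parasite total for IIM loci and the tomato total for siRNA loci. Its results are called changes on the RPMM scale, and those under TMM are called changes relative to the table. Parasite share is parasite-mapped reads as a percent of reads mapped to either genome. IIM share is IIM reads as a percent of parasite-mapped reads, and siRNA level is secondary siRNA reads per 1000000 tomato-mapped reads. Reads that map to both genomes would enter both totals, and how they were treated is not given in the sources used here. A fitted fold change is not interpreted where a locus had 0 reads in every library of a day, because it then depends on the prior count. For such loci pooled reads per window are given, with 3 counts over the window as the floor. The SE beside an edgeR log2 change is the absolute change divided by the square root of the F statistic. It is an approximation and was not reported by the fit.

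Parasite-mapped reads of the interface libraries ranged from 358333 to 3625859 with a median of 924961, and tomato-mapped reads from 1176575 to 10828418 with a median of 4473531. A count of 3 corresponded to 0.827 to 8.37 RPMM at parasite loci and 0.277 to 2.55 RPMM at tomato loci. The host-only library held 21720 parasite-mapped and 6541708 tomato-mapped reads. Intervals on single shares are 95% Wilson intervals. Intervals and floors cover counting error only, since PCR copies are not independent molecules.

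The fits were tested on simulated counts for the 161 loci, 40 of them changed, as many up as down. The change was 2 on the log2 scale, on days 7 to 9 for any difference and from the later window on for the contrasts. For the trend it was 2 per 7 days, so it exceeded 2 by day 14. Under TMM, 39 of the 40 were recovered for any difference between days and 40 for the trend. For the 3 window contrasts, 23, 39 and 40 were recovered in order of time. With mapped-read offsets the 5 numbers were 37, 40, 38, 40 and 39. For these offsets the baseline was a constant RPMM over days. Simulated libraries of days 0 to 1 therefore held many more IIM reads than the real ones, which held 383 to 41572. The 38 does not show how many loci the first contrast recovers at the real counts of those days. At most 3 of the 121 unchanged loci were called in any of these 10 runs.

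Alternatives were DESeq2 1.42.0, median-of-ratios size factors, total table counts, no filter, at least 10 counts in at least 10 libraries, and the replicate letter as a block. Others were the host-only library kept in the fit, parasite loci alone, window as the factor, shifted windows, a natural spline of day with 3 degrees of freedom, and leaving out each library in turn. Chosen after the data were seen were mapped-read offsets, TMM for the named loci led by those offsets, family members summed, the file's phases as windows, and a denominator of reads mapped to both genomes. For shares, log2 ratios, day means, leaving out the 5 most abundant loci and permutation within replicate letters were tried. A pseudocount did not apply, since the values tested are counts. Shares and permutation tests were computed in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6.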

Results

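The series followed small RNAs at the interface of *C. campestris* and tomato through 15 daily time points in its design, of which 14 were analysed here, and 41 interface libraries and 1 host-only library were compared. The question named by the series title is how parasite microRNAs that act across species change over time. The table held 11369047 IIM reads in the interface libraries. IIM reads per library ranged from 383 to 883363 with a median of 222877, and secondary siRNA reads ranged from 4 to 2477 with a median of 330.

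The host-only library gave the background of the assay. It held 37 IIM reads at 18 of the 156 IIM loci and 4 secondary siRNA reads. Of all 161 loci, 158 lay at or under 3 counts there. The largest count was 6. A floor of 0 counts moved this number most, to 139, and all 161 loci lay at or under 10 counts. With counts scaled to the median interface depth in reads mapped to both genomes, the number was again 158. That median was 6313031 against 6563428 in the host-only library, so this scaling could not move the number. Parasite-mapped reads were far fewer in the host-only library, at 21720 against a median of 924961. Low counts there do not show a low level per parasite-mapped read. The parasite-mapped share of the host-only library was 0.331% (95% Wilson interval 0.327 to 0.335%). IIM reads made up 0.170% of its parasite-mapped reads (0.124 to 0.235%) and 5.64 per 1000000 reads mapped to both genomes (4.09 to 7.77). Its siRNA level was 0.611 per 1000000 tomato-mapped reads (0.238 to 1.57). This library has no replicate.

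The share of reads from the parasite was compared over days. It was 10.6% ± 1.98 (SD, n = 5) on days 0 to 1, 9.93% ± 4.22 (n = 11) on days 2 to 4, 35.6% ± 11.8 (n = 10) on days 5 to 9 and 22.7% ± 7.42 (n = 15) on days 10 to 14. The first step fell by 0.677 percentage points, which an exact permutation test did not separate from the spread between libraries (p = 0.753, adjusted p = 0.753). The second step rose by 25.7 points (two-sided permutation test, p = 4e-05, adjusted p = 0.00012). The third fell by 12.9 points (permutation test, p = 0.00267, adjusted p = 0.004). Day 5, with 1 library at 10.5%, lay near the earlier days and not near day 7, at 39.4% ± 3.59 (SD, n = 3). Across the 41 libraries the share rose with day (rho = 0.557, permutation p = 0.00021, adjusted p = 0.000315; r = 0.517, p = 0.00055, adjusted p = 0.00165). Without the 2 libraries farthest from the median day of 8, both of day 0, r was 0.502 (permutation p = 0.00097). Taking day means moved the second step most, to 21.6 points with an adjusted p of 0.257 (exact permutation test over 35 splits), and the third became -8.74 points with an adjusted p of 0.357 (126 splits). The labels give no sequencing batch.

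IIM reads as a share of parasite-mapped reads rose earlier. The share was 0.0990% ± 0.0469 (SD, n = 2) on day 0, 3.61% ± 4.38 (n = 3) on day 1, 12.4% ± 8.51 (n = 4) on day 2 and 29.0% ± 3.45 (n = 3) on day 3. On day 1 the libraries held 0.0930% (95% Wilson interval 0.0856 to 0.101%), 8.51% (8.44 to 8.59%) and 2.21% (2.18 to 2.25%) in replicates a, b and c. These intervals do not overlap, so libraries of 1 day differed far beyond counting error. By window the share was 2.20% ± 3.64 (n = 5), 22.7% ± 9.79 (n = 11), 24.2% ± 3.67 (n = 10) and 23.1% ± 5.06 (n = 15). The first step was 20.5 points (exact permutation test, p = 0.000916, adjusted p = 0.00275). The second step of 1.54 points and the third of -1.09 points did not pass (permutation test, adjusted p = 0.64 for each). The share had no monotonic relation to day that passed (rho = 0.243, permutation p = 0.123, adjusted p = 0.123), while r was 0.451 (p = 0.00302, adjusted p = 0.00453). Without both day 0 libraries r fell to 0.332 (p = 0.0381) and rho was 0.121 (p = 0.461). The denominator moved this result most. As a percent of reads mapped to both genomes, IIM reads rose by 5.98 points from days 2 to 4 to days 5 to 9 (permutation test, adjusted p = 0.00015).

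Secondary siRNA reads from the 5 tomato loci rose later. Their level was 1.51 ± 0.225 per 1000000 tomato-mapped reads (SD, n = 5) on days 0 to 1 and 14.3 ± 21.3 (n = 11) on days 2 to 4. It was 311 ± 354 (n = 10) on days 5 to 9 and 131 ± 79.4 (n = 15) on days 10 to 14. The levels of days 0 and 1, from 1.30 to 1.80, rested on 5 to 11 reads per library, and their intervals overlapped that of the host-only library. The first step of 12.8 did not pass (exact permutation test, p = 0.117, adjusted p = 0.117). With single libraries left out, this step ran from 8.16 (without replicate c of day 4) to 14.1, and its call did not change. Its later window was mixed, with day means of 1.56 ± 0.424 (SD, n = 4) on day 2, 7.90 ± 7.01 (n = 3) on day 3 and 31.8 ± 28.6 (n = 4) on day 4. Of the 7 libraries of days 3 and 4, 6 stood at 7.23 or higher, against at most 1.90 on days 0 to 2, so higher levels were present before days 5 to 9. The second step of 297 passed (permutation test, p = 3e-05, adjusted p = 9e-05). The third step of -180 had a permutation p of 0.0403 and an adjusted p of 0.0604. It rested in part on replicate b of day 9, at 1162, without which it was -85.7. The highest day mean was 731 ± 407 (SD, n = 3) on day 9. The level rose with day (rho = 0.729, permutation p = 1e-05, the smallest that 100000 permutations can give, adjusted p = 3e-05; r = 0.348, p = 0.0148, adjusted p = 0.0148). Without both day 0 libraries r was 0.323 (permutation p = 0.0316). In all, 3 trends of this kind were computed.

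**Figure D1:**
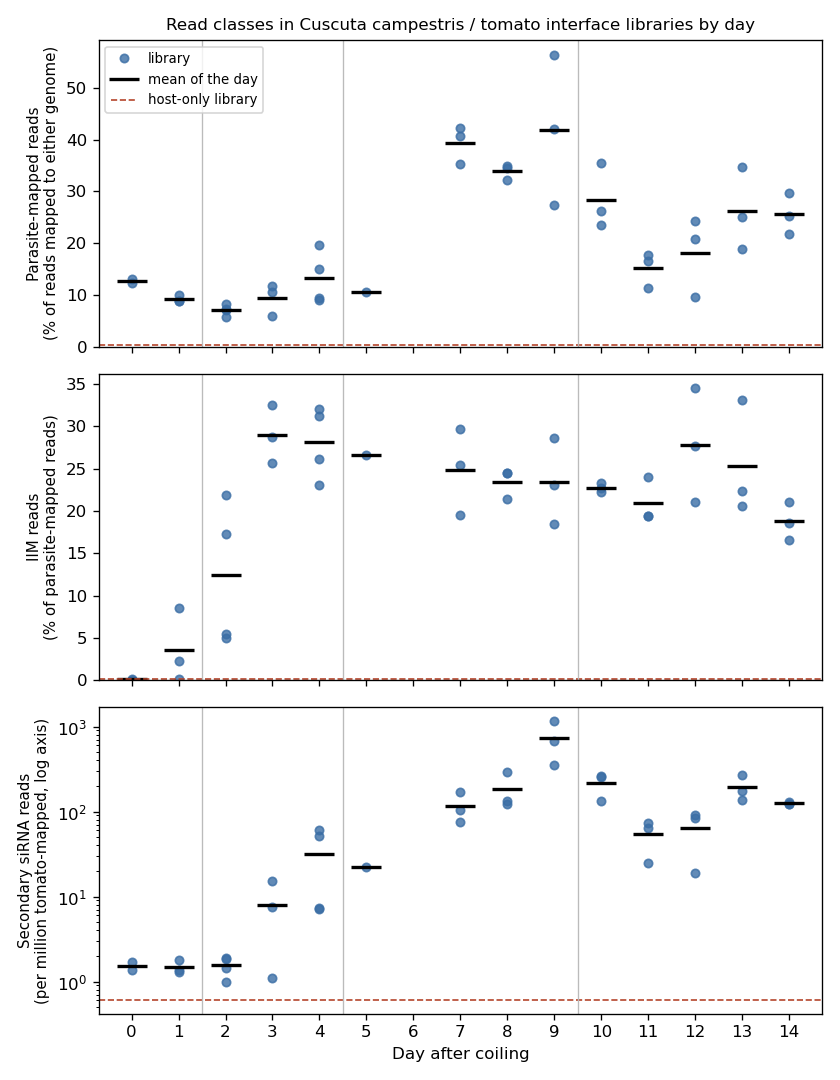
Parasite-mapped reads (percent of reads mapped to either genome), IIM reads (percent of parasite-mapped reads) and secondary siRNA reads (per 1000000 tomato-mapped reads, log axis) against the day after coiling. Points are libraries, black bars are day means, the dashed line is the host-only library and grey lines part the 4 windows; the IIM share reached 29.0% by day 3, while the siRNA level peaked at a mean of 731 on day 9.

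Locus by locus, 109 of 161 loci differed between days relative to the table (edgeR, adjusted p under 0.05), 105 of them IIM loci. On the RPMM scale, the alternative that moved this count most, 158 loci differed, 153 of them IIM loci. A linear trend relative to the table was called at 78 loci, 37 rising and 41 falling. On the RPMM scale 24 loci had a trend, all 24 rising, 19 of them IIM loci and 5 the tomato loci. Both scalings called 17 of these loci, in the same direction for 17. A spline of day in place of a line gave 124 loci relative to the table and 152 on the RPMM scale.

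The step from days 0 to 1 to days 2 to 4 depended on what change was measured against. On the RPMM scale 158 loci were called, all 158 higher, among them each of the 156 IIM loci. The table is a list of selected loci, and how they were selected was not analysed here. A rise shared by all IIM loci may therefore partly reflect that selection. The fitted log2 change of IIM loci ran from 1.30 to 9.47 with a median of 5.50. For 44 of the 161 loci every library of some day in this contrast held 0 reads, so those fitted values are not bounds. From pooled reads, with 3 counts as the floor, the log2 ratio had a median of 3.62 over IIM loci and ran from 1.45 to 9.51, above 0 at 156 of 156. The IIM reads of days 0 to 1 came mainly from replicate b of day 1. It held 41572, against 383 to 14673 in each other library of these days. With the highest IIM share as well, it holds down the pooled ratio over all IIM reads. Relative to the table, 41 loci were called, 33 higher and 8 lower, with a median log2 change of 0.72 over all loci against 5.46 on the RPMM scale. Of these, 40 were called under both scalings and 33 in the same direction. DESeq2 with its own size factors called 27 loci relative to the table, 11 higher and 16 lower. Median-of-ratios factors in edgeR gave 15 higher and 9 lower, total table counts 17 and 8, and parasite loci alone 14 and 5. The count was 10 with window as the factor and 18 without replicate c of day 0.

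The locus with the highest mean CPM, ccm-miR12490a (Ccam0.32 scaffold 59, 1855139 to 1855224), gave 17.8% of all IIM reads. Its level was 4894 ± 7777 RPMM (SD, n = 5) on days 0 to 1, 45755 ± 20191 (n = 11) on days 2 to 4, 39333 ± 11519 (n = 10) on days 5 to 9 and 42155 ± 8452 (n = 15) on days 10 to 14. The first step was 4.86 on the log2 scale (SE 0.57, edgeR adjusted p = 3.19e-09). In the host-only library it had 6 reads, 276 RPMM of few parasite-mapped reads. The other four were ccm-miR12487b (scaffold 191, 250372 to 250460), ccm-miR12497f (scaffold 111, 801311 to 801398), ccm-miR12469b (scaffold 108, 146615 to 146701) and ccm-miR12492a (scaffold 35, 2407028 to 2407116). Their first steps were 5.06 (SE 0.65), 4.59 (SE 0.59), 4.01 (SE 0.58) and 5.89 (SE 0.80) on the RPMM scale, with edgeR adjusted p from 5.75e-09 to 1.84e-08. The value of ccm-miR12492a depends on 8 reads on day 0, all in replicate a. Pooled reads rose 11.8-fold. Relative to the table, ccm-miR12497f changed by -1.13 (SE 0.29, adjusted p = 0.00537) and ccm-miR12469b by -1.23 (SE 0.16), while ccm-miR12490a at -0.11 was not called (adjusted p = 0.553). In pooled reads ccm-miR12469b rose 8.09-fold (log2 3.02), less than the IIM median of 3.62, but ccm-miR12497f rose 28.2-fold (log2 4.82), more than that median. The fitted fall of ccm-miR12497f weights day 0, with 117 reads, equally with day 1, so its direction relative to other loci stays unsettled. The top 5 IIM loci by total reads gave 32.4% of IIM reads.

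**Figure D2:**
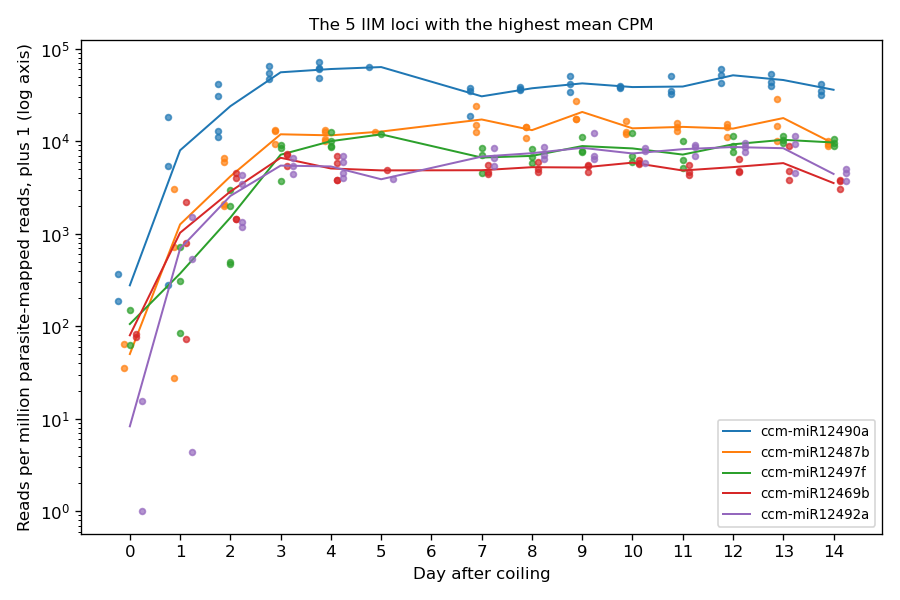
Reads per 1000000 parasite-mapped reads plus 1 (log axis) of the 5 IIM loci with the highest mean CPM against the day after coiling. Points are libraries, shifted sideways by locus, and lines join day means; ccm-miR12490a averaged 45755 RPMM on days 2 to 4 against 4894 on days 0 to 1.

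Among the 10 loci fixed by name beforehand, all 10 were called higher on days 2 to 4 than on days 0 to 1 on the RPMM scale. They belong to the same list of selected loci, so the same caution applies. Their fitted log2 changes ran from 3.83 at ccm-miR12497c (scaffold 13b, 579818 to 579906; SE 0.61, edgeR adjusted p = 1.23e-07) to 9.47 at ccm-miR12495a (scaffold 165, 421892 to 421979). The latter had 4 reads in all on days 0 to 1 and an SE of 2.51. Replicate c held all its day 3 reads, so the run without that library leaves day 3 at 0 reads and is not interpreted. ccm-miR12497e (scaffold 13b, 602934 to 603020) had 0 reads on day 0. ccm-miR12494b (scaffold 177, 940465 to 940553) rose by 6.79 (SE 0.92, adjusted p = 6.55e-09), a value that depends on 3 reads in replicate a of day 0. Pooled reads rose 11.3-fold, a value that rests largely on the highest library of day 1, at 2361 RPMM. ccm-miR12480b (scaffold 136, 450406 to 450492) rose by 4.80 (SE 0.70, adjusted p = 2.0e-08). ccm-miR12480c (scaffold 14b, 1787387 to 1787474) rose by 4.56 (SE 0.69, adjusted p = 4.24e-08). ccm-miR12497a (scaffold 13b, 575648 to 575736), ccm-miR12497b (scaffold 13b, 575801 to 575889) and ccm-miR12495b (scaffold 165, 425861 to 425948) rose by 4.78 (SE 0.74), 4.98 (SE 1.69) and 5.90 (SE 1.81). With window as the factor ccm-miR12495b was 2.39 and no longer called (edgeR adjusted p = 0.0956), and its pooled reads rose 6.40-fold. Relative to the table, ccm-miR12497f and ccm-miR12497c were called lower (-1.13 and -1.38), ccm-miR12494b (2.01) and ccm-miR12497e higher, and the other loci of this list were not called. Like ccm-miR12497f, ccm-miR12497c rose more in pooled reads (17.4-fold, log2 4.12) than the IIM median, with 15 reads on day 0, so its fitted fall is not settled either. By the same check ccm-miR12494b rose slightly less in pooled reads (log2 3.49) than the IIM median of 3.62. Its fitted rise relative to the table is therefore not settled.

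Relative to the table, the called loci with the highest fitted values for the step into days 2 to 4 were ccm-miR12465b (scaffold 79, 376908 to 376996) and ccm-IIM-39 (scaffold 59, 1824976 to 1825066). Both had 0 reads on day 0, so this order depends on the prior count and is no ranking of the rises. ccm-miR12465b rose from 334 to 13808 pooled reads, or 16.2-fold on the RPMM scale, and ccm-IIM-39 from 464 to 17797, or 15.1-fold. Both earlier pools rest largely on the highest day 1 library, at 522 and 719 RPMM against day 1 means of 214 and 297. Other called loci rose more in pooled reads, such as ccm-IIM-56, from 136 to 15528 reads or 44.8-fold, and ccm-miR12485, from 125 to 13035 reads, both named after their values were seen. Neither ccm-miR12465b nor ccm-IIM-39 was called with window as the factor. The lowest fitted values were at the tomato locus Solyc05g013850.2 (SL4.0 chromosome 5, 7299978 to 7300593) and at ccm-miR12497g (scaffold 111, 802689 to 802777). The former held 5 reads on days 0 to 1 and 14 on days 2 to 4, 0.198 and 0.199 RPMM pooled, which is no detectable change at this depth. ccm-miR12497g fell by 3.97 relative to the table (SE 0.87, edgeR adjusted p = 0.000921) and rose by 1.30 on the RPMM scale (SE 0.60, adjusted p = 0.0352). With window as the factor it changed by -2.50 relative to the table, and with shifted windows by -1.09, neither of which was called (adjusted p = 0.0920 and 0.228).

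From days 2 to 4 to days 5 to 9, 73 loci were called relative to the table, 35 higher and 38 lower. On the RPMM scale 13 were called, 9 higher and 4 lower, and 12 were called under both scalings in the same direction. The 9 comprised 5 IIM and 4 tomato loci. The balance of rises and falls depended on the windows. Shifted windows gave 17 loci, 7 higher and 10 lower, and the file's phases 19, 7 higher and 12 lower. The other alternatives to this fit kept more rises than falls, such as DESeq2 with 14 higher and 4 lower. The count of 13 became 34 without replicate a of day 1 and 32 without the single library of day 5, and 8 without replicate a of day 3, replicate b of day 7 or replicate b of day 8. Solyc08g067180.4 (SL4.0 chromosome 8, 54258212 to 54259381) rose by 4.71 on the RPMM scale (SE 0.52, edgeR adjusted p = 6.76e-10) and by 2.55 relative to the table (SE 0.53, adjusted p = 0.000283). In the earlier step it had risen by 1.89 in RPMM (SE 0.68, adjusted p = 0.00767) but changed by -3.25 relative to the table (SE 0.99, adjusted p = 0.0178). Its level went from 9.03 ± 16.1 RPMM (SD, n = 11) to 242 ± 298 (n = 10). Solyc01g096050.4 (SL4.0 chromosome 1, 79403585 to 79404334) had 0 reads on day 2 and went from 40 to 445 pooled reads, or 25.9-fold. Solyc05g013850.2 had 0 reads on days 2 and 5 and went from 14 to 217 pooled reads, or 36.1-fold, with no usable fit and no call. Of the remaining tomato loci, that on chromosome 4 (64123160 to 64123941) rose by 3.46 (SE 0.43, adjusted p = 9.01e-09), after 3.18 (SE 0.74, adjusted p = 8.91e-05) in the earlier step, from 5 to 262 pooled reads. The other on chromosome 1 (90622842 to 90623955) rose by 2.96 (SE 0.82, adjusted p = 0.0137). Both were added after their values were seen. ccm-miR12478b (scaffold 220, 1022476 to 1022566) changed by -1.80 on the RPMM scale (SE 0.43, adjusted p = 0.00343). ccm-IIM-85 (scaffold 6, 1017398 to 1017527) changed by -1.79 (SE 0.47, adjusted p = 0.00998). Relative to the table these were -1.90 (SE 0.30) and -1.85 (SE 0.24). ccm-miR12497g rose by 2.35 (SE 0.38, adjusted p = 5.46e-06).

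From days 5 to 9 to days 10 to 14, 0 loci were called by edgeR under either scaling. At an unadjusted p under 0.05 there were 10 loci relative to the table and 1 on the RPMM scale. DESeq2 also called 0, with 11 at an unadjusted p under 0.05 under its own size factors. Day 5 has 1 library, and without it 5 loci were called relative to the table and 4 on the RPMM scale.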

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

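The tests in this part were chosen after the values they concern were seen, except those of day 4, which were set down before they were run. In the days with 4 libraries, 50 measures were examined, being 3 shares and 22 named loci on each of 2 days, and 3 had a library far from the rest. Chance alone flags about 1 in 20 such sets.

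On day 2, ccm-miR12497g stood at 8.37 RPMM in replicate b and at 0 in the other 3 libraries. The value rests on 3 reads. An exact binomial test of those reads over the mapped reads of the 4 libraries gave p = 0.00812, for a locus picked from 50 measures because it stood out. At 3 reads counting noise may explain it, and no biological explanation was tested.

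On day 4, ccm-IIM-39 stood at 4158 RPMM in replicate a against 2085 to 2437 in the other 3 libraries. The lower counting limit of its 3776 reads was 4028 RPMM, above the other libraries, so counting noise is argued against. A candidate explanation is an earlier stage of attachment in that sample. Its profile over IIM loci lay at a Bray-Curtis distance of 0.0626 from pooled day 3 and of 0.119 from the other day 4 libraries. Yet day 3 libraries held 2730, 2914 and 3554 RPMM of ccm-IIM-39, below replicate a. The profile and the locus point different ways, so stage and another difference between plants cannot be told apart.

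In the same library ccm-miR12497a stood at 454 RPMM against 1289 to 1461. The upper counting limit of its 412 reads was 499.6 RPMM, below the others. Reads assigned to its near neighbour ccm-miR12497b in its place are argued against, because both together gave 854 RPMM there and 2568 to 2970 in the others. The day 3 libraries held 544, 847 and 1231 RPMM, all above replicate a, so this value too lies outside the day 3 range. The gap of this library to the next, over the whole range, was 0.829 here and 0.830 for ccm-IIM-39, so both passed the limit of 0.829 narrowly.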

How the results depend on the processing

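Mapped-read totals, the converse swap for named loci, summed families, the file's phases and the both-genome denominator were chosen after seeing the data; the other alternatives were fixed beforehand. The filter removed 0 loci, so running without it tests nothing, and it is left out of the counts here, as are rank correlations of log2 ratios, which keep the order of the shares. Of 125 comparisons of a main result with an alternative other than leaving out a library, 103 kept their direction and side of the threshold or stayed within 1.5 times the main count. Among named loci, 158 of 183 did, 16 no longer passed and 9 reversed. The 103 include the depth-scaled count of the host-only library, which could not move.

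For the first window contrast relative to the table, 41 loci became 27 with DESeq2 (11 higher, 16 lower), 24 with median-of-ratios factors, 25 with total table counts, 19 with parasite loci alone, 10 with window as the factor and 158 with mapped-read totals. Of the 41, 39 were IIM loci, so with parasite loci alone most of the calls lost were at IIM loci that stayed in the fit. The simulation recovered 23 of 40 changed loci in this contrast under TMM, so its count is the least certain of the 5. With mapped-read totals the trend went from 78 to 24 and the second contrast from 73 to 13. ccm-miR12497g reversed there, from -3.97 to 1.30. The 9 reversals all came from swapping these scalings. With TMM in place of mapped-read totals the first step of ccm-miR12497f was -1.13, ccm-miR12497c -1.38 and ccm-miR12469b -1.23, all called. That of ccm-miR12497a was -0.52, ccm-miR12480c -0.49, ccm-miR12480b -0.16, ccm-miR12497b -0.13 and ccm-miR12490a -0.11, none called. On the RPMM scale the trend of 24 loci became 54 with DESeq2 (53 higher, 1 lower) and 15 with the replicate block. The spline gave 124 loci relative to the table and 152 on the RPMM scale. With shifted windows the last contrast gave 8 loci relative to the table (5 higher, 3 lower) and 4 on the RPMM scale. Summing family members left 108 units, of which 105 were called in the first contrast on the RPMM scale, by construction fewer than 158. The causes of the other changes were not tested.

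With day means, steps that had passed no longer did. The parasite share rose by 21.6 points (adjusted p = 0.257) and fell by 8.74 points (0.357), the IIM share rose by 21.3 points (0.6) and the siRNA level by 249 (0.54). Day means allow 10 splits for the first window contrast, 35 for the second and 126 for the third, so the first could not have passed and the second only together with the third. The third could have passed, so the fall of the parasite share is not stable to this choice. With both genomes as denominator the IIM share passed where it had not, with steps of 5.98 and -3.16 points and rho of 0.602.

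Leaving out each library gave 18 to 44 loci for the first contrast relative to the table, with 18 without replicate c of day 0. The last contrast gave 0 to 5 relative to the table and 0 to 4 on the RPMM scale, the highest in both without day 5. The trend on the RPMM scale ran from 14 to 29, with 14 without replicates b or c of day 1 or a or d of day 2. The second contrast on the RPMM scale ran from 8 to 34, as the libraries named in the report show. The siRNA step into days 10 to 14 ran from -212 without day 5 to -85.7 without replicate b of day 9. It passed the threshold in 8 of the 41 runs. Among named loci Solyc05g013850.2 was no longer called in 18 of 41 runs, ccm-miR12497g in 1 (without replicate c of day 0, -3.35) and ccm-miR12495a in 1. Replicate a of day 0 held all day 0 reads of ccm-miR12492a, ccm-miR12494b, ccm-miR12495a and Solyc05g013850.2, replicate c of day 3 all day 3 reads of ccm-miR12495a, and replicate b of day 2 all day 2 reads of ccm-miR12497g. Without these libraries a day holds 0 reads, so the fitted values of those runs are not interpreted.

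The replicate letters do not pair the libraries. Deviations from the day mean correlated at 0.00775 on average over 223 same-letter pairs of libraries of different days, 135 of them at or under 0.1. With the replicate block the 5 counts relative to the table were 104, 74, 35, 62 and 0, and on the RPMM scale 158, 15, 157, 12 and 0. No share changed its call under the block: the first IIM step was 20.9 points (adjusted p = 0.0141) and the second siRNA step 298 (adjusted p = 0.00471). No pair of libraries of a day agreed within sampling noise, the smallest chi-square per degree of freedom being 1.69 over 43 pairs.

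Read numbers at IIM loci limit days 0 to 1 most, where the IIM share is low. Over these days, 4 IIM loci had 3 or fewer reads in all, and 40 had 0 reads on day 0. Changes from these loci are given as ratios of pooled reads or as counts.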

Other observations

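The tests in this part were chosen after the patterns were seen, and all are exploratory.

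Libraries were also assigned to days at random, with 100 assignments including the real one. All 41 libraries were shuffled for any difference and the trend, and only those of the 2 windows compared for each window contrast. Relative to the table, 1 of 100 assignments gave as many calls for any difference between days, for the trend, and for each of the first 2 window contrasts. On the RPMM scale the numbers were 1, 1, 2 and 1. In the first window contrast a random assignment also called 158 loci, so the calls of that contrast can rise together. Chance is argued against for these 8 results. The last window contrast called 0 loci, so 100 of 100 assignments give as many by construction and the comparison says nothing.

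A pair of neighbouring miR12497 loci and a pair of miR12495 loci traded reads between libraries of the same day. Over the 24 libraries of days 7 to 14, ccm-miR12497b had 0 reads in 7 libraries while ccm-miR12497a had at least 925. ccm-miR12495b had 0 reads in 7 of these libraries and ccm-miR12495a in 5, with at least 1000 reads at the partner each time. The pairs were picked for this trading, so the values here describe it and test no explanation. The within-day variance of the sum was 0.593 of the summed variances for the miR12497 pair (within-day permutation p = 0.0239, one-sided) and 0.384 for the miR12495 pair (p = 0.00015). The within-day correlation of ccm-miR12497a and ccm-miR12497b, the same information in another form, was -0.503. The sums still varied, with a within-day SD of 1057 RPMM around a mean of 2816 for the miR12497 pair. Reads shared between near-identical copies, loss of 1 copy in some plants, and a sequence difference between parasite plants and the assembly that may direct reads to 1 copy all stay open. Read sequences and the similarity of the copies were not analysed here.

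Of 78 pairs within families, 4 shared their reads at 48 to 52% with a spread between libraries near the binomial level. They were ccm-IIM-61a with b, 76a with b, 79a with b and 73b with c, at dispersions of 0.993 to 1.31, against a median of 36.1 over the 78 pairs. The pairs were chosen for these limits (a dispersion under 1.5), so their values restate the choice. Whether reads of identical copies were divided at random stays open, and no biological explanation was tested.

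Day 1 replicate a had an IIM share of 0.0930%, close to day 0, while replicates b and c were 91.6-fold and 23.8-fold higher. Less parasite RNA is argued against, since its parasite share of 8.89% lay beside 10.0% and 8.76%. Low depth is argued against too, since the upper limit of its share was 0.101%. Its IIM profile lay at a Bray-Curtis distance of 0.224 from pooled day 0 and 0.389 from replicates b and c drawn to its depth of 554 reads. An earlier stage of attachment or a day 0 label may therefore explain it. Its parasite share, however, lay beside the other day 1 libraries and below the day 0 libraries, at 13.1% and 12.3%. That measure speaks against a day 0 label, while the IIM profile does not. With 1 library the explanations cannot be separated.

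The siRNA level rose later than the IIM share. More parasite tissue in the later libraries is argued against as the whole cause, since siRNA reads per 1000000 parasite-mapped reads rose by 2.73 on the log2 scale from days 2 to 4 to days 5 to 9 (permutation test, p = 0.00032). Within days, however, libraries with more parasite had more siRNA. Over 31 libraries of days 3 to 14 without day 5, the within-day correlation of siRNA per 1000000 reads of both genomes with the parasite-to-tomato ratio was 0.652 (within-day permutation p = 0.00337; rho of deviations 0.646). It was 0.607 (within-day permutation p = 0.0237) without the 2 libraries farthest from the median ratio. The siRNA measure had no such relation to depth (-0.143, permutation p = 0.464). The IIM share had none to the parasite-to-tomato ratio (-0.386, permutation p = 0.132). The amount of parasite tissue in a library may thus account for part of the spread between replicates. A faster advance of the haustorium in some plants would give the same relation and was not tested.

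Of the 37 IIM reads in the host-only library, ccm-miR12490a had 6, with 6.58 predicted if reads were drawn from the pooled interface profile, ccm-miR12479a had 5, with 0.151 predicted, and ccm-miR12474a had 4, with 0.381 predicted. The whole profile differed from the pooled one at a Monte Carlo p of 0.0511. Carry-over from interface libraries therefore cannot be told apart from other sources at 37 reads. Whether that background accounts for the IIM reads on day 0 stays open, since the answer depends on the denominator and on 1 host-only library. Per 1000000 reads of both genomes the lower of the 2 day 0 libraries had 81.2 against 5.64, but as a share of parasite-mapped reads the day 0 libraries held 0.132% and 0.0658% against 0.170%.

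The tomato locus on chromosome 4 took 18.2% ± 7.83 (SD, n = 10) of siRNA reads on days 5 to 9 and 31.2% ± 23.0 (n = 15) on days 10 to 14. The difference did not pass (permutation test, p = 0.102), and day means from day 10 to day 14 were 12.4, 18.1, 37.9, 27.0 and 60.5%, with 3 libraries each. The spread between replicates of a day was 56.9 times the binomial level, but this sets single libraries against counting noise alone and says nothing about the change between windows.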
